A study of Homo sapiens with 24 samples. Its data were reported in "RNA binding by the glucocorticoid receptor attenuates dexamethasone-induced gene activation" (2023).

How the data were processed

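Newly made RNA was measured by 4sU-seq in U2OS cells, a human osteosarcoma line. In 4sU-seq, cells take up 4-thiouridine (here at 200 µM), which enters RNA as it is transcribed, and the labelled RNA is then purified and sequenced. The cells stably expressed the glucocorticoid receptor (GR, encoded by NR3C1) fused to HaloTag, a protein tag that binds fluorescent dyes and was used to sort the cells. There were 3 lines, carrying wild-type GR (wt), a mutant with reduced RNA binding (SoF), and a mutant with reduced DNA binding (Ctrl). Ctrl was used as the control for the reduced DNA binding of SoF. In the study's account, DNA affinity of the binding domain, measured outside cells, was reduced somewhat more in Ctrl than in SoF. Each line was 1 stable pool, so the construct and the cell pool are the same variable in this design. Cells received 100 nM dexamethasone, a synthetic glucocorticoid, for 1, 2 or 3 h, or 0.01% ethanol (0 h). Each of the 12 groups of line and time had 2 libraries, which gave 24 libraries and 8 per line. The ethanol dishes also had their medium replaced and received 4-thiouridine for 1 h. How long they were kept in ethanol is not stated, so no ethanol library is known to match 1, 2 or 3 h.

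The authors tagged unique molecular identifiers with UMI-tools, trimmed reads with Trim Galore, aligned them to hg38 with STAR, removed duplicate molecules, and counted reads over the exons of each gene with featureCounts on GENCODE release 39. The deposited table holds these deduplicated read counts per gene and library, as whole numbers with no normalization. That the counting used strand is stated only by the title of the deposited table, so genes overlapping on opposite strands are treated as uncertain. Sequences were not realigned. All 24 libraries were used, and none was pooled or left out.

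The table had 61533 genes with versioned Ensembl identifiers. Gene symbols, types and hg38 positions came from GENCODE release 44, matched on the identifier without its version. Of these genes, 61369 matched (99.7%). Coordinates are 1-based. Total counts per library ranged from 8106036 to 15820806. The counts come from deduplicated molecules. The spread between the 2 libraries of a group was 6.16 to 22.6 times what counting error alone would give (chi-square per degree of freedom). Over all genes together, replicate spread and not counting thus sets the precision. The value was not separated by abundance, so it does not show this for genes with few counts.

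Differential expression was tested in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with TMM normalization, the filterByExpr filter (minimum count 10, minimum total count 15), the quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. A fit over all 12 groups tested each time against 0 h of the same line and the difference between lines in the 3 h response (an interaction contrast). It kept 23651 of the 48707 genes with at least 1 count. A fit on construct alone compared the 3 lines over all times, 8 libraries each, and kept 21122 genes. The methods of the study describe such a comparison of each mutant with wt, and the comparison of SoF with Ctrl was added here. Because treatment time is ignored in that fit, its spread includes the time effect, and the common biological coefficient of variation was 24.0% against 14.2% in the fit over 12 groups. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. The authors used DESeq2, and DESeq2 1.42.0 was run here as the other tool. Levels are given as CPM (counts scaled to a common total with the TMM factors), and log2 CPM values for single libraries used a prior count of 2.

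Responses at 3 h were compared between lines by the least squares slope across genes called in either line. Its spread is the standard deviation over the 16 ways of taking 1 library from each of the 4 groups involved. A dexamethasone-dependent SoF set was chosen as the methods of the study describe, by bivariate outliers of the SoF and Ctrl log2 fold changes under a minimum covariance determinant (scikit-learn 1.9.0). The limit was the 0.999 quantile of the chi-square distribution with 2 degrees of freedom. Genes were kept if called in SoF, rising in SoF, and below the regression line of Ctrl on SoF. The study's text gives no outlier limit, so this limit was set here. Dexamethasone-independent SoF sets held genes called against both wt and Ctrl in the construct fit with a log2 fold change of at least 1 in the same direction. Enrichment on chromosomes was tested with Fisher's exact test (one-sided) against all tested genes with a position, with Benjamini-Hochberg adjustment over chromosomes and sets.

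Runs of neighbouring genes shifted in 1 line were sought with a running median over 15 genes of the smaller of the log2 differences from the 2 other lines, counted as 0 where these had opposite signs. The limit was the 95th percentile of the largest running median in 1000 shuffles of gene order. Runs were found in every other gene along the genome and measured in the genes between. Trends with exon GC content and gene span were removed by cubic regression on genes outside the runs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

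The tests, the groups, the alternatives and the genes to name were chosen before the data were examined, except where a test is said to have been chosen or written later. The named genes were 11 fixed genes, namely the receptor gene NR3C1, 8 genes that the study shows as representative (BIRC3, TSC22D3, CEBPB, PDK4, HMBOX1, SARAF, DCTN6 and LINC01029), and FKBP5 and PER1, chosen here as known glucocorticoid targets, the 3 rising and the 3 falling genes with the smallest p in wt at 3 h, up to 3 genes in each direction with the largest difference in 3 h response between SoF and Ctrl among those called, and the 3 largest differences in each direction in the dexamethasone-independent sets among genes whose 8 SoF libraries all lay beyond the other 16. A list of 12 immediate-early genes (FOS, FOSB, FOSL1, EGR1, EGR2, EGR3, IER2, JUNB, ATF3, MYC, CCN1 and CCN2) was written later, when EGR1 and ATF3 were already known to fall.

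The fits were tested on simulated counts drawn from the real means and library sizes over 23651 genes, with 200 genes changed. These 200 genes were drawn from genes with a mean over 1 CPM. For the 3 h contrast in SoF, 58% of genes changed by 1 on the log2 scale and 87% of those changed by 2 were recovered. For the interaction of SoF against Ctrl these shares were 18% and 73%, and for SoF against wt in the construct fit 77% and 98%. Groups simulated with no change gave 0 calls in wt at 3 h and 0 genes passing both construct contrasts. The outlier selection found 40 of 40 outliers made in 3000 simulated genes, and 1 other gene. The scan for runs over 21017 genes found 1 run in shuffled data, and 2 runs after 1 was inserted, of which 1 overlapped the insertion.

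The alternatives were RLE size factors, no low-count filter, DESeq2, fits to the compared lines only, the replicate number as a block, each library left out in turn, a minimum log2 fold change, other choices of genes and regression for the slopes, an additive time term or the 0 h libraries alone for the construct comparisons, other limits for the gene sets, and other backgrounds for the enrichment. Thinning all libraries to the smallest total had been written before the data were opened as the test of library depth, and was added to these alternatives later. Slopes over genes grouped by when they responded, and slopes with 0 h replicates of the same number in both lines, were also added later, as were a replicate term for each line and the construct fit on counts summed over time by line and replicate number.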

Results

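Newly transcribed RNA was profiled by 4sU-seq in 3 U2OS lines expressing wt, SoF or Ctrl GR with a HaloTag, at 0, 1, 2 and 3 h of 100 nM dexamethasone, with 2 libraries per line and time. Total exon counts per library lay between 13060082 and 15820806 for wt at 0 h, between 11506147 and 14951277 for wt at 1 to 3 h, between 9056350 and 13410755 for SoF, and between 8106036 and 15060777 for Ctrl. The smallest total belonged to Ctrl at 0 h, replicate 2. The 10 most abundant genes of each library took 6.63% to 13.1% of its counts. The most abundant gene on average was MIR3648-1 (1.57% of counts), which lies in the ribosomal RNA repeat and has near-identical copies, so its own level is uncertain.

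A principal component analysis of log2 CPM asked how the 24 libraries grouped. The first component held 39.6% of the variance, and time explained 82.8% of its spread. Construct explained 50.8% of the spread of the second component (11.7% of the variance) and 87.5% of that of the third (7.57%). On the first component, replicate 1 at 0 h lay nearer the 2 h and 3 h libraries than replicate 2 did in each line. The gap between the 0 h replicates was 36.7% in wt, 65.9% in SoF and 70.9% in Ctrl, as a share of the distance from 0 h to 3 h on this component averaged over the 3 lines. All changes measured against 0 h carry this difference, with 2 libraries to average it.

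**Figure D1:**
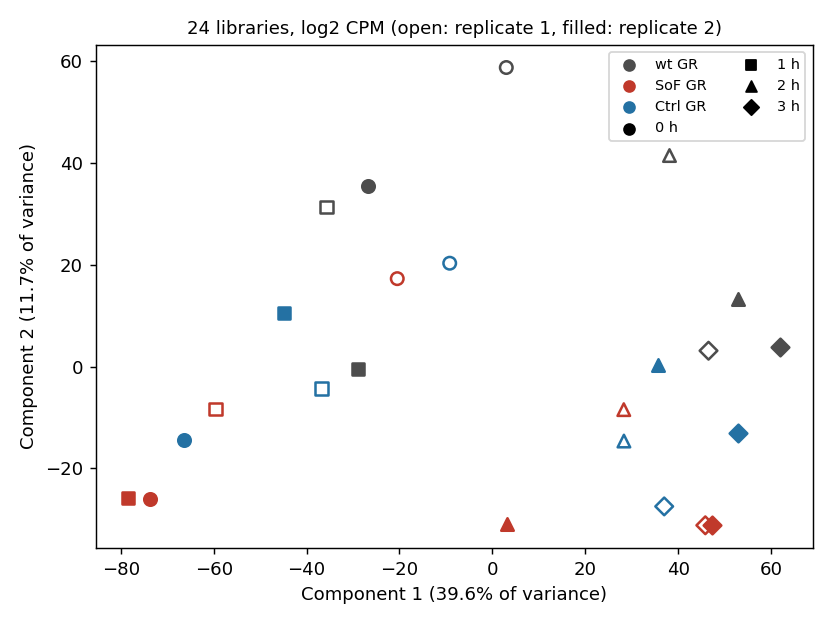
The 24 libraries on the first (39.6% of variance) and second (11.7%) principal components of log2 CPM, coloured by construct, with shapes for time and open or filled symbols for replicate 1 or 2. The 2 h and 3 h libraries lie to the right of the 0 h and 1 h libraries, and the 0 h replicates of each line are far apart.

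NR3C1, the gene of the expressed receptor (ENSG00000113580.15, chromosome 5, 143277931 to 143435512, hg38), was measured first as a check of the lines. Reads from the endogenous gene and from the introduced copy were counted together. These are RNA levels, while the study matched the lines on nuclear GR protein by antibody staining. Its mean was 778 ± 465 CPM in wt (SD, n = 8), 2792 ± 1811 CPM in SoF (SD, n = 8) and 3470 ± 2039 CPM in Ctrl (SD, n = 8), where the SD includes the change over time. NR3C1 was 3.71-fold higher in SoF than in wt and 4.55-fold higher in Ctrl than in wt. The log2 difference from wt was 1.89 (SE 0.41) in SoF and 2.18 (SE 0.42) in Ctrl, with adjusted p of 0.00634 and 0.00261 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the 12 replicate 1 libraries these differences were 1.62 and 2.13, without the 12 replicate 2 libraries they were 2.19 and 2.27, and in all 4 cases they were no longer past the threshold. SoF and Ctrl differed by -0.30 (SE 0.40, adjusted p 0.806 in the same edgeR test). With an additive time term this difference was -0.36 and passed the threshold. Without the replicate 1 libraries the difference was -0.51, and without the replicate 2 libraries it was -0.07. NR3C1 RNA rose at 1 h by 1.08 in wt and 1.14 in SoF on the log2 scale, by 1.00 without a call in Ctrl, and was below its 0 h level at 3 h in every line, by a log2 change of -0.97 in wt, -1.23 in SoF and -0.97 in Ctrl.

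The response to dexamethasone was tested in each line against its own 0 h libraries. In wt, 37 genes were called at 1 h (28 rising, 9 falling), 1089 at 2 h (801 rising, 288 falling) and 2534 at 3 h (1560 rising, 974 falling) of 23651 tested. Of the choices of method, dropping the low-count filter moved the wt 1 h count most, to 516. The counts depended on single libraries. The 1 h count was 13 without replicate 1 at 0 h and 120 without replicate 2 at 0 h. The 2 h count was 177 without replicate 2 at 0 h and 146 without replicate 2 at 2 h. The 3 h count was 1522 and 1394 without replicate 1 or replicate 2 at 0 h, and 1501 and 948 without replicate 1 or replicate 2 at 3 h. A group left with 1 library was assumed to vary like the others.

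In SoF, 39 genes were called at 1 h (38 rising, 1 falling), 1343 at 2 h (993 rising, 350 falling) and 4563 at 3 h (2645 rising, 1918 falling). The 1 h count was 16 without replicate 1 at 0 h and 14 without replicate 1 at 1 h. The 2 h count was 2111 and 438 without replicate 1 or replicate 2 at 0 h, and 415 and 816 without replicate 1 or replicate 2 at 2 h. The 3 h count was 1807 without replicate 2 at 0 h, 2328 without replicate 1 at 3 h and 2265 without replicate 2 at 3 h.

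In Ctrl, 11 genes were called at 1 h, all rising, 1881 at 2 h (1319 rising, 562 falling) and 3354 at 3 h (2029 rising, 1325 falling). At 1 h, the 0 falling genes in edgeR stood beside 423 genes in either direction at an unadjusted p under 0.05 and 15 genes called by DESeq2. The 2 h count was 3305 and 343 without replicate 1 or replicate 2 at 0 h, and 892 and 637 without replicate 1 or replicate 2 at 2 h. The 3 h count was 972 without replicate 2 at 0 h, 1798 without replicate 1 at 3 h and 1196 without replicate 2 at 3 h. A larger count in 1 line than in another does not test whether the responses differ.

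Most genes called at 3 h had not been called earlier. In wt, 24 of the 37 genes called at 1 h were also called at 3 h, and 1692 of the 2534 genes called at 3 h were called at 3 h alone. The corresponding numbers were 29 of 39 and 3461 of 4563 in SoF, and 9 of 11 and 1968 of 3354 in Ctrl. These comparisons share their 0 h libraries, and simulated wt groups with no change gave 0 calls at 3 h. All 3 lines shared 1540 genes called at 3 h, of which 994 rose and 546 fell in each, out of 5853 called in at least 1 line (26.3%). The shared count fell to 660 with a minimum log2 fold change of 1. It was 850 without wt replicate 2 at 0 h, 673 without wt replicate 2 at 3 h, 740 without Ctrl replicate 2 at 0 h and 801 without Ctrl replicate 2 at 3 h.

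The 3 rising genes with the smallest p in wt at 3 h were IP6K3, ZBTB16 and SCNN1A. IP6K3 (ENSG00000161896.12) went from 1.04 ± 0.33 to 23.4 ± 6.33 CPM (SD, n = 2), a log2 change of 4.50 (SE 0.29). ZBTB16 (ENSG00000109906.15) went from 0.267 ± 0.187 to 15.1 ± 4.57 CPM, a log2 change of 5.82 (SE 0.39). SCNN1A (ENSG00000111319.13) went from 0.356 ± 0.164 to 31.5 ± 0.144 CPM, a log2 change of 6.39 (SE 0.44). The falling genes by the same rule were KRTAP2-3, EGR1 and ATF3. KRTAP2-3 (ENSG00000212724.3), 1 of a family of similar keratin-associated genes, so its own level is uncertain, changed by -3.07 (SE 0.23) on the log2 scale. EGR1 (ENSG00000120738.8) went from 4426 ± 2089 to 223 ± 13 CPM, a log2 change of -4.30 (SE 0.32). ATF3 (ENSG00000162772.17) went from 395 ± 229 to 35.2 ± 6.53 CPM, a log2 change of -3.48 (SE 0.28). All 6 moved in the same direction in SoF and Ctrl at 3 h, and the difference between SoF and Ctrl was called for none of the 6 (edgeR's quasi-likelihood test, smallest Benjamini-Hochberg adjusted p 0.386, for KRTAP2-3).

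The study asked whether genes respond more strongly to dexamethasone when GR binds RNA less. Across the 5445 genes called at 3 h in SoF or Ctrl, the slope of SoF on Ctrl log2 fold changes was 1.05 ± 0.17 (SD over 16 single-library choices, range 0.711 to 1.2). The slope of SoF on wt was 1.1 ± 0.10 (5050 genes, range 0.891 to 1.19) and that of Ctrl on wt was 0.87 ± 0.11 (4269 genes, range 0.708 to 1.00). The range of each slope reached 1 or crossed it, and most of it came from the 0 h libraries. The 0 h replicates deviated in the same way in each line, and with 0 h replicates of the same number in both lines (8 choices, added later) the slope lay between 0.956 and 1.03 for SoF on Ctrl, 0.973 and 1.15 for SoF on wt, and 0.751 and 1.00 for Ctrl on wt. With the numbers crossed, SoF on Ctrl lay between 0.711 and 0.765 or between 1.17 and 1.2, by which line had replicate 1. With the axes exchanged, Ctrl on SoF had a slope of 0.699, wt on SoF 0.716 and wt on Ctrl 0.848. Noise on the x axis lowers a least squares slope, so both directions are given. Total least squares, which treats both axes alike, gave 1.26 for SoF on Ctrl, 1.27 for SoF on wt and 1.01 for Ctrl on wt. The correlations across genes were 0.855, 0.886 and 0.857 (Pearson), and genes are not independent replicates. The slope of SoF on Ctrl was 0.74 without Ctrl replicate 1 at 0 h and 0.87 without SoF replicate 2 at 0 h.

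The difference in 3 h response was then tested gene by gene. Between SoF and Ctrl, 3 genes were called, PDK4, TXNIP and ETNK2, all with a larger response in SoF. At an unadjusted p under 0.05 there were 671 genes, fewer than the 1182 that chance alone would give, and DESeq2 called 13 larger and 1 smaller in SoF. Between SoF and wt, edgeR called 0 genes (558 at an unadjusted p under 0.05, 0 by DESeq2), and between Ctrl and wt it called 0 (845 at an unadjusted p under 0.05, 1 by DESeq2). All 3 comparisons thus lay below the 1182 of chance, so these p-values lean high. Few or 0 calls therefore do not show that the responses were equal. With no low-count filter the 3 counts were 52, 4 and 17. The count for SoF against Ctrl was 1 without SoF replicate 1 at 0 h and 0 without either SoF 3 h replicate, without Ctrl replicate 1 at 0 h, or without either Ctrl 3 h replicate. For Ctrl against wt it was 4 without wt replicate 2 at 0 h.

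PDK4 (ENSG00000004799.8, chromosome 7, 95583499 to 95596516), which lies in a stretch of chromosome 7 where most tested genes were higher in SoF, went from 4.42 ± 1.81 CPM at 0 h to 78.1 ± 5.78 at 3 h in SoF (SD, n = 2), and from 4.17 ± 2.47 to 44.1 ± 2.01 in wt. In Ctrl, PDK4 was at 1.29 ± 0.478 CPM at 0 h, 8.26 ± 2.56 at 1 h and 1.32 ± 0.288 at 3 h. The 3 h response of PDK4 differed between SoF and Ctrl by 4.04 (SE 0.65, adjusted p 0.0327 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), more than the spread of its replicates. TXNIP (ENSG00000265972.6, chromosome 1, 145992435 to 145996579) went from 12.6 ± 2.54 to 69.3 ± 4.08 CPM in SoF, from 14.8 ± 8.98 to 42.3 ± 11.3 in wt and from 18.4 ± 3.57 to 14.3 ± 3.10 in Ctrl. Its response differed between SoF and Ctrl by 2.82 (SE 0.43, adjusted p 0.0249 in the same edgeR test). ETNK2 (ENSG00000143845.15, chromosome 1, 204131062 to 204152044) went from 12.7 ± 3.57 to 56.4 ± 6.53 CPM in SoF, from 15.7 ± 1.35 to 35.0 ± 1.96 in wt and from 11.7 ± 3.58 to 16.9 ± 0.113 in Ctrl. Its response differed between SoF and Ctrl by 1.62 (SE 0.27, adjusted p 0.0471 in the same edgeR test). Against wt, the SoF response was larger by 0.72 for PDK4, 0.92 for TXNIP and 0.98 for ETNK2, none of them called (adjusted p 1.00 in that test). Without single libraries the SoF against Ctrl difference stayed between 3.62 and 4.53 for PDK4, between 2.60 and 3.08 for TXNIP and between 1.27 and 1.92 for ETNK2, and most calls were lost. PDK4 stayed called without SoF replicate 2 at 0 h (4.53) and lost its call without each of the other 7 libraries. TXNIP stayed called there (3.06) and without Ctrl replicate 2 at 0 h (2.99), and ETNK2 stayed called without SoF replicate 1 at 0 h (1.92) and without Ctrl replicate 2 at 0 h (1.87). ETNK2 also lost its call in a fit to the SoF and Ctrl libraries alone, at an unchanged 1.62.

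**Figure D2:**
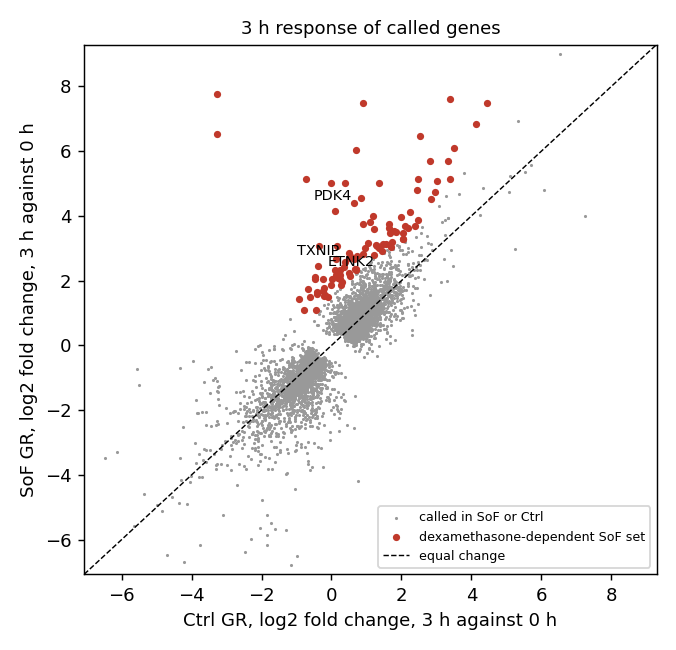
Log2 fold change at 3 h against 0 h in Ctrl GR (x axis) and SoF GR (y axis) for the 5445 genes called in either line, with the 95 genes of the dexamethasone-dependent SoF set in red and a dashed line of equal change. PDK4, TXNIP and ETNK2, the 3 genes called for a difference in response, lie above the line.

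Among the fixed genes that rose with dexamethasone, FKBP5 (ENSG00000096060.15) rose at 3 h by 3.68 in SoF, 3.11 in wt and 2.39 in Ctrl on the log2 scale. BIRC3 (ENSG00000023445.16) rose by 3.63, 3.57 and 2.18, and CEBPB (ENSG00000172216.6) by 3.04, 2.62 and 1.69, in the same order of lines. TSC22D3 (ENSG00000157514.18) rose by 2.33 in SoF and 2.04 in wt, and in Ctrl its change was 0.10 (SE 0.34, adjusted p 0.885 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PER1 (ENSG00000179094.16) rose by 1.04, 1.21 and 1.02. The calls in Ctrl of BIRC3 and CEBPB were lost without Ctrl replicate 2 at 0 h, where the changes were 1.94 and 1.29, and that of PER1 was lost there and without Ctrl replicate 2 at 3 h, at 0.70 and 0.82. The PER1 call in SoF was lost without SoF replicate 2 at 0 h, at 0.83. For the difference in 3 h response between SoF and Ctrl, edgeR called 1 of the 11 fixed genes over all genes (PDK4) and 4 when adjusted over the list alone (TSC22D3, CEBPB, PDK4 and FKBP5). The study chose most of this list on these same libraries, so the latter count is not independent evidence. With no low-count filter BIRC3 (1.47), TSC22D3 (2.25), CEBPB (1.37) and FKBP5 (1.31) were also called over all genes, and DESeq2 also called FKBP5 (1.29). With a replicate term for each line, added later, TSC22D3 (2.23) was called over all genes too. Between SoF and wt, edgeR called 0 of the 11 either way (0 by DESeq2 over all genes, where 558 genes had an unadjusted p under 0.05). Between Ctrl and wt it called 0 of the 11 over all genes (1 gene by DESeq2, 845 genes at an unadjusted p under 0.05) and 2 when adjusted over the list alone, TSC22D3 (-1.94) and PDK4 (-3.32), both with a smaller response in Ctrl.

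**Figure D3:**
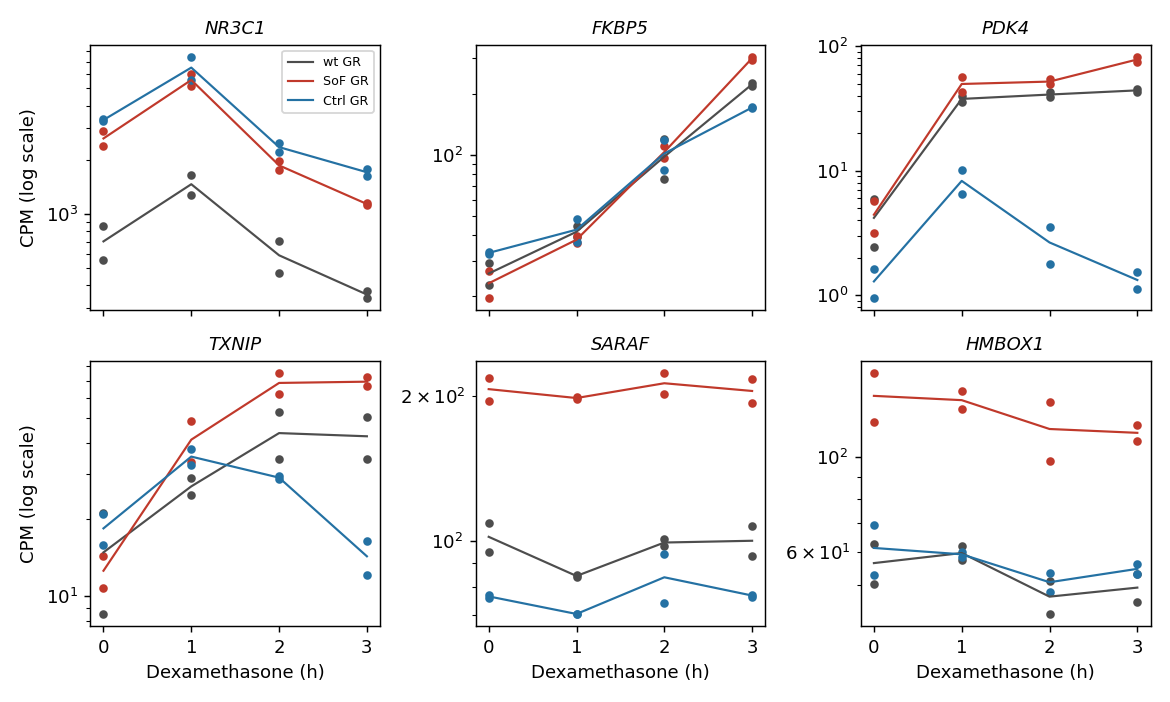
CPM (log axis) against hours of dexamethasone for NR3C1, FKBP5, PDK4, TXNIP, SARAF and HMBOX1, with a point per library and a line through the mean of 2 in each GR line. PDK4 in Ctrl returned from 8.26 CPM at 1 h to 1.32 CPM at 3 h, while SARAF and HMBOX1 were higher in SoF at every time.

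The dexamethasone-dependent SoF set held 95 of the 5445 genes called in SoF or Ctrl at 3 h. The genes were chosen for a larger response in SoF than in Ctrl, so that difference within the set is not itself a result. The wt line took no part in the choice, which does not remove the selection on the SoF and Ctrl values. The median log2 change of the set at 3 h was 3.08 in SoF (quartiles 2.21 and 4.14), 1.86 in wt (1.13 and 3.07) and 0.71 in Ctrl (0.10 and 1.76). At 1 h the medians were 1.26, 0.71 and 0.46, and at 2 h they were 2.65, 1.66 and 1.01, in the same order. The 3 h response was larger in SoF than in wt for 89 of the 95 genes and larger in wt than in Ctrl for 83. Over single-library choices with a prior count of 2, the 3 h median lay between 2.02 and 2.46 in SoF, 1.30 and 1.63 in wt and 0.38 and 0.88 in Ctrl. These choices reuse the libraries that made the selection. Genes chosen for a high SoF and a low Ctrl value would place wt between them even if the lines were equal, so the order of the lines in this set is not a result either. The difference from wt passed the interaction test for 0 genes in edgeR (558 of all tested genes at an unadjusted p under 0.05, 0 called by DESeq2). The set was of low abundance, with 50 genes under a mean of 1 CPM and a median of 0.847 CPM. In 15 genes at least 1 group had a count of 0, and with such groups set to a floor of 3 counts over the group the 3 h medians were 2.98 in SoF, 1.89 in wt and 0.80 in Ctrl.

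Membership of this set moved with the libraries used. It held 58 genes without SoF replicate 1 at 3 h, of which 52 were among the 95, and 146 without Ctrl replicate 1 at 0 h, of which 90 were. Without SoF replicate 1 at 0 h, 44 of the 117 genes were among the 95. With DESeq2 fold changes and calls the set held 93 genes, of which 56 were among the 95.

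The lines were next compared with treatment time ignored, to find genes whose level followed the construct whether or not dexamethasone was given. Between SoF and wt, 1693 of 21122 genes were called (965 higher in SoF, 728 lower), with a median absolute log2 difference of 0.56. Between Ctrl and wt, 1007 were called (446 higher in Ctrl, 561 lower), and between SoF and Ctrl 763 (456 higher in SoF, 307 lower). An additive time term raised these counts to 6134, 3965 and 2814, and the 0 h libraries alone gave 82, 73 and 82. With 12 libraries in place of 24, the counts were 43, 17 and 137 without replicate 1 and 119, 158 and 118 without replicate 2.

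By the rule of at least 1 on the log2 scale against both other lines, 48 genes were higher in SoF and 14 were lower. By the same rule 23 genes were higher and 33 lower in Ctrl. Of the 48 and 14 genes, 7 and 1 were also called for dexamethasone in SoF at some time. All 8 SoF libraries lay beyond the other 16 for 33 of the 48 and for 3 of the 14, in genes chosen on these same libraries. Simulated lines with no difference gave 0 genes past both tests. The higher set held 21 genes without the replicate 1 libraries and 29 without the replicate 2 libraries, and the lower set held 1 in each case.

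LINC02474, GPAT2P1 and TRBC2 had the largest differences from wt in the higher set among genes with all 8 SoF libraries beyond the others. LINC02474 (ENSG00000228437.5, chromosome 1, 221966341 to 221984964) was higher in SoF by 3.59 (SE 0.37) than in wt and by 4.03 (SE 0.39) than in Ctrl, and was higher in SoF replicate 1 than in replicate 2 at each of the 4 times (26.3 and 7.61 CPM at 3 h). Its 8 SoF libraries are thus not independent, as these SE assume. With counts summed over time by line and replicate number, LINC02474 was higher by 3.60 and 4.06 and was called in both comparisons. GPAT2P1 (ENSG00000237510.7, chromosome 2) was higher by 2.69 and 3.10. It is a pseudogene and can share reads with its parent gene, so its level is uncertain. TRBC2 (ENSG00000211772.11, chromosome 7), a T cell receptor constant gene with a near-identical neighbour, was higher by 2.68 and 2.66 and is uncertain too, and was no longer called without the replicate 1 libraries, at 3.05 against wt and 2.85 against Ctrl. In the lower set these genes were LRRC17, PCDHB17P and GRTP1. LRRC17 (ENSG00000128606.13, chromosome 7), which lies between genes that were mostly higher in SoF, differed by -2.13 (SE 0.44) from wt and -2.90 (SE 0.43) from Ctrl. PCDHB17P (ENSG00000255622.3, chromosome 5) differed by -1.50 and -1.09, and is a pseudogene in a cluster of similar genes. GRTP1 (ENSG00000139835.14, chromosome 13) differed by -1.15 and -1.22. Without the replicate 1 libraries LRRC17 (-1.82 and -2.52) and GRTP1 (-0.98 and -1.11) lost both calls, and PCDHB17P lost its call against Ctrl (-0.96). Without the replicate 2 libraries LRRC17 lost its call against wt (-2.43), and GRTP1 lost both (-1.31 and -1.34).

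The fixed genes HMBOX1, SARAF, DCTN6 and LINC01029 were higher in SoF. HMBOX1 (ENSG00000147421.18, chromosome 8, 28890395 to 29064764) was higher by 1.29 (SE 0.11) than in wt and by 1.18 (SE 0.11) than in Ctrl. SARAF (ENSG00000133872.14, chromosome 8, 30063003 to 30083208) was higher by 1.13 (SE 0.07) and 1.43 (SE 0.07). At 0 h, SARAF was at 207 ± 16.2 CPM in SoF, 102 ± 9.81 in wt and 76.6 ± 0.748 in Ctrl (SD, n = 2). DCTN6 (ENSG00000104671.8, chromosome 8, 30156319 to 30183639) was higher by 1.26 (SE 0.10) and 1.44 (SE 0.10). Its start overlaps another tested gene, which ends at 30156633, so reads there are uncertain. LINC01029 (ENSG00000265843.3, chromosome 18, 77970637 to 77993731), which also lies among genes that were mostly higher in SoF, was higher by 1.48 (SE 0.23) and 1.59 (SE 0.23), and its call against wt was lost without the replicate 1 libraries, at 1.54.

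The positions of these genes were tested for gathering on chromosomes, since the study had asked this of its own set. Chromosome 8 held 11 of the 48 genes of the higher set against 729 of 21017 tested genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p 5.22e-05), and chromosome 18 held 5 against 324 (adjusted p 0.0258 in the same exact test). Chromosomes 3, 7 and 8 together held 14 of the 48 (29.2%), against 13.5% of the tested genes, with 0 on chromosome 3 and 3 on chromosome 7. At a minimum log2 difference of 0.5 the higher set had 117 genes, and these chromosomes held 65 (55.6%), with 19 on chromosome 3, 21 on chromosome 7 and 25 on chromosome 8 (adjusted p 0.000257, 5.25e-06 and 1.98e-11 in the same exact test). With protein-coding genes alone, or with the 0 h libraries alone, chromosome 8 was the only enriched chromosome for the higher set (adjusted p 0.0435 and 1.38e-05 in the same exact test). The Ctrl lower set gathered on chromosome 3, with 8 of 33 genes (adjusted p 0.0113 in the same exact test). Neighbouring genes are not independent, so these p-values describe clustering and not the number of separate events.

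**Figure D4:**
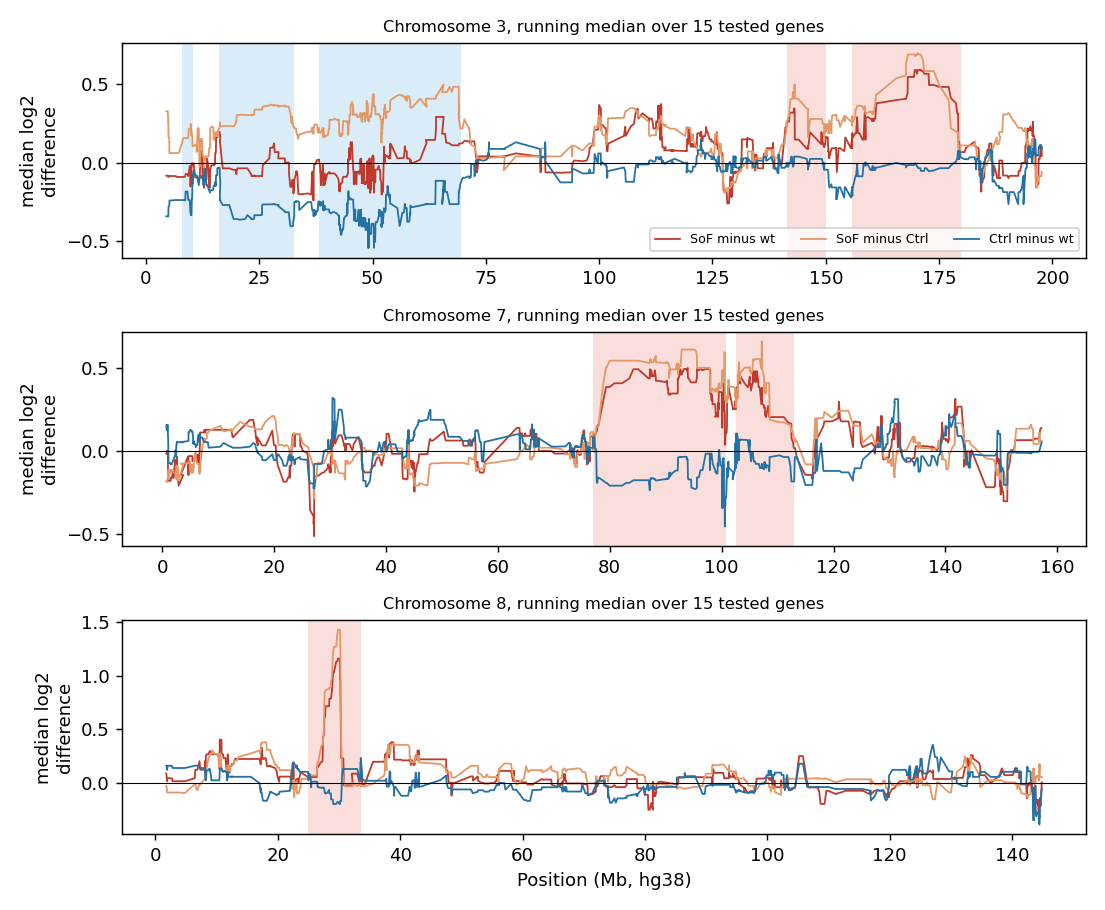
Running medians over 15 tested genes of the log2 difference between lines along chromosomes 3, 7 and 8 (position in Mb, hg38), with runs higher in SoF shaded red and, on chromosome 3, runs lower in Ctrl shaded blue. The differences from SoF rise together over long stretches of chromosomes 3 and 7 and over a short stretch of chromosome 8.

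On chromosome 8, 10 of the 11 set members lay in a block from 28767661 to 30201332, with a median log2 difference of 1.28 from wt and 1.44 from Ctrl. Of the other 4 tested genes in the block, 3 were higher in SoF than in both lines. Of the 20 tested genes before the block (26291508 to 28756561), 17 were higher than in both lines, with medians of 0.60 and 0.80. Of the 20 after it (30351873 to 35796550), 5 were, with medians of -0.02 and -0.04.

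**Figure D5:**
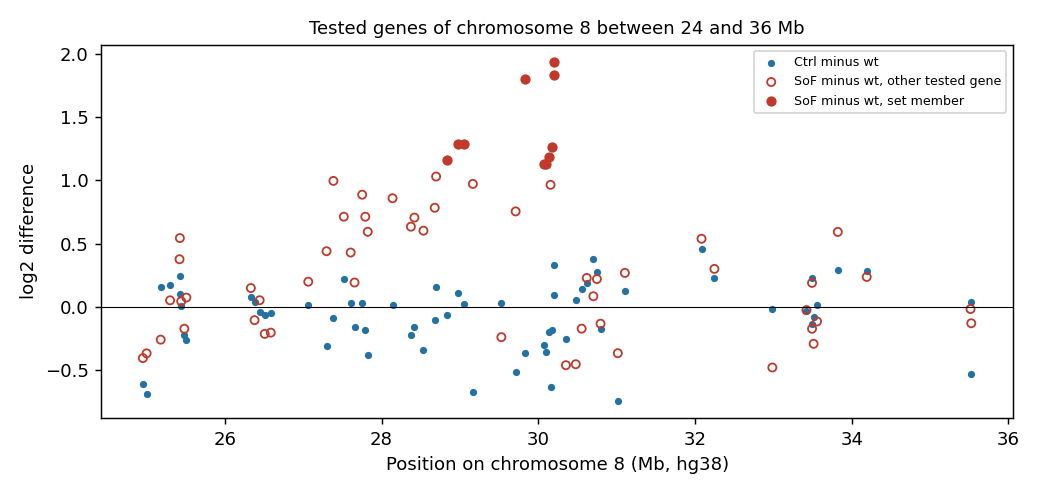
Log2 difference between lines for each tested gene of chromosome 8 by position (Mb, hg38), with SoF minus wt in red (filled for set members) and Ctrl minus wt in blue. The SoF values scatter about 0 at the left, are raised from about TRIM35 to the end of the block at 30201332, and lie near 0 beyond it.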

Values the study reported

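The study reported 1413 genes differentially expressed after 3 h of dexamethasone in every one of its lines. It described a dexamethasone-dependent SoF set of 50 genes with stronger activation in the SoF line, and a dexamethasone-independent SoF set of 103 genes. Part of the latter set lay together on chromosomes 3, 7 and 8 in its account.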

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

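The tests of held-out genes, for the 0 h level and for library depth, were chosen after the results below were seen, and the other tests below were written before the data were opened.

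SARAF in Ctrl at 2 h, replicate 2, was at 93.7 CPM, while the other 7 Ctrl libraries lay between 70.4 and 77.3 CPM. The gap to the nearest of them was 0.703 of the whole range, above the limit of Dixon's test for 8 values. Such a gap arises by chance in about 1 of 20 groups, and this was the single one in 45 groups examined, where chance would give 2.25. No technical or biological explanation was tested for it. All SoF libraries lay at 193 CPM or above, so the difference between SoF and Ctrl in SARAF does not rest on this library.

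The 3 h response differed between SoF and Ctrl for 3 genes by the interaction test, by 4.04 for PDK4, 2.82 for TXNIP and 1.62 for ETNK2 on the log2 scale. Each was larger in SoF. Single libraries decided these calls. Their number was 1 without SoF replicate 1 at 0 h, and it was 0 without either SoF library at 3 h, without Ctrl replicate 1 at 0 h, and without either Ctrl library at 3 h (edgeR, against 671 genes at an unadjusted p under 0.05 and 14 calls by DESeq2 with all libraries). The direction held in each omission for these 3 genes. Against wt, the Ctrl response was smaller by a log2 difference of -3.32 for PDK4, -1.91 for TXNIP and -0.63 for ETNK2, and the SoF response was larger by 0.72, 0.92 and 0.98. None of these passed the test over all genes. The larger part of the difference lay between Ctrl and wt for PDK4 and TXNIP, and between SoF and wt for ETNK2. Adjusted over the 11 fixed genes alone, the response of PDK4 (-3.32) and TSC22D3 (-1.94) was called smaller in Ctrl than in wt, and 0 genes were called between SoF and wt (558 of all genes at an unadjusted p under 0.05, 0 by DESeq2). With no low-count filter 17 genes differed between Ctrl and wt, all with a smaller response in Ctrl, and 4 between SoF and wt, 3 with a larger and 1 with a smaller response in SoF. With a replicate term for each line, added later, 4 genes were called for Ctrl against wt, all with a smaller response in Ctrl. For SoF against wt that fit called 0. These values speak for a loss in Ctrl for some genes. The limits are that the list came mostly from these same libraries and that the filtered fit without that term called 0 genes for Ctrl against wt. The values do not exclude a gain in SoF for others.

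A higher level of receptor RNA in SoF than in Ctrl was weighed as a cause of the larger responses. The difference of NR3C1 RNA, SoF minus Ctrl, was -0.30, which is the wrong sign for that cause. It was -0.36 with a time term, -0.51 without the replicate 1 libraries and -0.07 without the replicate 2 libraries. The sign held in each case, but the size depended on the libraries used. RNA does not measure the receptor protein, which was not in these data. The study measured it by antibody staining. It picked sorted cell fractions so that nuclear GR was alike in the lines after dexamethasone, and it describes nuclear GR as relatively constant up to 3 h.

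Choosing extreme values would produce a difference even between equal lines, and it would then vanish in libraries that took no part in the choice. The 50 genes with the largest excess of SoF over Ctrl in replicate 1, out of 1560 rising in wt at 3 h, had a median excess of 2.06 there and 1.27 in replicate 2, where 45 of 50 were positive. Above the median of all 1560 genes, 62.0% of the excess was kept. Chosen in replicate 2 and measured in replicate 1, 75.9% was kept and 48 of 50 were positive. Selection therefore accounts for part of the size of the difference and not for its presence in these genes. The 1560 genes were called in wt with all wt libraries, which took no part in the difference itself.

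A lower 0 h level in SoF would give larger fold changes with no higher level at 3 h. In the 95 genes of the dexamethasone-dependent set, the median 0 h level was lower in SoF than in Ctrl by a log2 difference of -0.48, and 77 of the 95 were lower, while at 3 h the median was higher in SoF by 1.23. Part of the set's difference thus lay at 0 h, but the genes were chosen for this ratio, so the value decides nothing. In the held-out genes the 0 h difference was -0.09 and 0.00 and the 3 h difference was 1.37 and 1.38, so a lower starting level does not account for the difference there.

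For library depth, the test written before the data were opened was the number of genes called by the interaction test once every library was thinned to the smallest total. It fell from 3 to 1, as library depth as the cause would predict, but thinning also removes power, and a change from 3 to 1 is too small to decide. In the held-out genes, 94.4% and 107% of the difference was kept after thinning, which argues against depth as its source.

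What remains open is the pool of cells and how well Ctrl matches SoF. Each construct was 1 stable pool, so a difference between pools in how they respond to dexamethasone cannot be separated from the effect of the mutation. The study gives Ctrl a somewhat larger loss of DNA affinity than SoF, so a difference between SoF and Ctrl does not isolate RNA binding. A smaller response of the DNA-binding mutant Ctrl, a larger response of the RNA-binding mutant SoF, and both together are each consistent with the 62.0% of the excess that was kept in held-out libraries. For PDK4 and TSC22D3 the values given above lean to a smaller response in Ctrl, as do the 17 genes called with no low-count filter. Beyond the genes called in these comparisons with wt, no test here separates the explanations.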

How the results depend on the processing

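The slopes by response time, the slopes with matched 0 h replicates, the replicate terms within lines, the counts summed over time and, as an entry among these alternatives, the thinned libraries were tests added after the counts were seen, and the other alternatives below were chosen before. There were 273 alternative values for 23 comparisons, of which 171 stayed within 1.5 times (counts) or 1 SD (slopes) and 102 moved further. For 55 results on single genes there were 481 alternative values. Direction and side of the threshold held in 429, calls were lost in 40 and gained in 6, and 6 changed sign. For 31 of the 55 results nothing changed.

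For 3 counts the balance of rising and falling genes turned over. For wt at 1 h (28 rising, 9 falling) it was 165 and 351 with no low-count filter and 34 and 86 without replicate 2 at 0 h. For SoF at 1 h (38 and 1) it was 99 and 146 with no filter. For SoF against wt in the construct fit (965 higher, 728 lower) it was 3057 and 3077 with a time term. The cause was not tested.

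RLE size factors moved no count by over 1.5 times and changed no call of a single gene. With no low-count filter, the counts were 516 for wt at 1 h, 1706 for wt at 2 h, 245 for SoF at 1 h and 44 for Ctrl at 1 h, 52, 4 and 17 for the interactions of SoF against Ctrl, SoF against wt and Ctrl against wt, 1004 and 583 for SoF and Ctrl against wt in the construct fit, and 77 for the higher SoF set. The cause was not tested. With DESeq2 they were 105 for wt at 1 h, 79 for SoF at 1 h, 14 for SoF against Ctrl and 1 for Ctrl against wt, and the cause was not tested. Fits to the compared lines only gave 24 for wt at 1 h and 703 for wt at 2 h, from fewer samples. Thinning to the smallest total left 1 gene for SoF against Ctrl, with fewer counts.

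A minimum log2 fold change of 1 left 523 (wt 2 h), 1191 (wt 3 h), 665 (SoF 2 h), 2205 (SoF 3 h), 800 (Ctrl 2 h) and 1428 (Ctrl 3 h) genes, and 660 shared by the lines at 3 h, as a stricter rule must. Total least squares gave slopes of 1.265 for SoF on Ctrl, 1.27 for SoF on wt and 1.01 for Ctrl on wt, since it does not shrink the slope for noise on the x axis. Single-library choices with 0 h replicates of the same number gave mean slopes of 0.99, 1.06 and 0.88, within 1 SD of the values above.

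For the construct comparisons, a time term gave 6134 (SoF against wt), 3965 (Ctrl against wt) and 2814 (SoF against Ctrl) genes, because it takes the time effect out of the spread. The 0 h libraries only gave 82, 73 and 82, from 2 libraries per line. The higher SoF set held 26 genes from 0 h libraries only, 117 at a minimum of 0.5 and 215 with no minimum, and the lower set 2, 56 and 115. The dexamethasone-dependent set held 165 genes at the lower outlier quantile and 3 by the interaction test. The number of enriched chromosomes of the higher SoF set went from 2 to 1 with protein-coding genes only and to 1 with the 0 h libraries only, where the sets held fewer genes.

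With 1 library left out, the counts ranged from 13 to 120 (wt 1 h), 146 to 1159 (wt 2 h), 948 to 1522 (wt 3 h), 14 to 39 (SoF 1 h), 415 to 2111 (SoF 2 h), 1807 to 5530 (SoF 3 h), 9 to 12 (Ctrl 1 h), 343 to 3305 (Ctrl 2 h) and 972 to 4617 (Ctrl 3 h). Leaving out replicate 1 at 0 h raised the SoF and Ctrl 2 h and 3 h counts, and leaving out replicate 2 at 0 h lowered them, and the cause was not tested. Genes shared at 3 h ranged from 673 to 1624, interaction counts from 0 to 4 (SoF against Ctrl), 0 to 0 (SoF against wt) and 0 to 4 (Ctrl against wt), and the dexamethasone-dependent set from 58 to 146. The slopes ranged from 0.74 to 1.21 (SoF on Ctrl), 0.97 to 1.21 (SoF on wt) and 0.74 to 1.04 (Ctrl on wt). Without replicate 1 or replicate 2 of every group, the construct counts ranged from 43 to 119 (SoF against wt), 17 to 158 (Ctrl against wt) and 118 to 137 (SoF against Ctrl), the higher set from 21 to 29 and the lower set from 1 to 1.

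The 6 changes of sign were in values near 0 that were not called. PDK4 in Ctrl at 3 h (0.11) was -0.33 without Ctrl replicate 1 at 0 h and -0.14 without Ctrl replicate 2 at 3 h, while it was 0.48 without Ctrl replicate 2 at 0 h. The PER1 difference of SoF against Ctrl (0.02) was -0.19 without SoF replicate 2 at 0 h, -0.02 without SoF replicate 1 at 3 h, -0.38 without Ctrl replicate 1 at 0 h and -0.15 without Ctrl replicate 1 at 3 h, while it was 0.34 without Ctrl replicate 2 at 0 h.

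The replicate numbers were checked for pairing. Libraries of the same number deviated together (a correlation across genes over 0.1) in 21 of 66 pairs of groups, over a range from -0.22 to 0.57, and in all 3 pairs of 0 h groups (0.39 to 0.57). Within lines, it was 5 of the 6 pairs of times in SoF (0.04 to 0.43), 3 of 6 in Ctrl and 1 of 6 in wt. The numbers therefore do not pair the libraries throughout, but the SoF libraries of a number are partly alike and not fully independent. With the replicate block common to the lines, the count for wt at 1 h was 59. That block moved no other count by over 1.5 times and changed 0 calls of single genes. With a replicate block within each line, the counts were 73 for wt at 1 h, 1668 for wt at 2 h, 71 for SoF at 1 h, 11 for the interaction of SoF against Ctrl (all larger in SoF, with PDK4, TXNIP, ETNK2 and also TSC22D3 among them) and 4 for that of Ctrl against wt (all smaller in Ctrl), and the cause was not tested. With counts summed over time by line and number, 2 sums per line, the construct counts were 1291, 682 and 670 and the SoF sets held 48 and 12 genes, within 1.5 times of those from 8 libraries per line.

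Power was low for weak changes. Simulated interactions of 1 on the log2 scale were recovered in 18% of genes and those of 2 in 73%. A short list of interaction calls therefore does not show that few responses differ by 1. For differences of 2 it is less easily put down to power. That holds only for genes over a mean of 1 CPM, where all changes were simulated. The 95 genes of the dexamethasone-dependent set had a median SoF minus Ctrl difference of 2.05, and 3 of them were called. Their median level was 0.847 CPM, and 50 of them lay under a mean of 1 CPM. No change was simulated in such genes, so these shares do not apply to those 50, and recovery was not separated by abundance.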

Other observations

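The tests per chromosome, of the chromosome 8 block, of GC content and gene length, of the immediate-early genes and of the 0 h gap were chosen after the patterns were seen, the tests of late genes and of regions confined to SoF were written after the first counts of called genes were seen and before their own values were, the other tests were chosen before, and for 3 tests the measure was changed later, as stated where they appear.

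The dexamethasone-dependent SoF set here held 95 genes. That is higher than the value quoted from the study above. The dexamethasone-independent SoF set of higher genes here held 48 genes. That is lower than the value quoted from the study above. Limits that the study's text does not state were set here for both, and the demand that the set of higher genes also differ from Ctrl was made here, so the rules for that set may not be the same. The set of 95 held 58 without SoF replicate 1 at 3 h and 165 at the lower outlier quantile. The set of 48 held 70 with DESeq2 and 117 at a minimum of 0.5, so the choice of limit moves its size by as much as the difference.

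Other splits of the libraries were counted for the 3 construct comparisons. Each was refitted on its 16 libraries and 100 splits into 8 and 8, the real one included. For SoF against wt the real split gave 1093 genes and was the 1 split of 100 with as many. For Ctrl against wt it gave 832 and was again the 1 split of 100 with as many. For SoF against Ctrl it gave 625, and 2 splits of 100 gave as many, the other giving 1444. Fewer than 5 of 100 splits gave as many in each comparison, which was the limit set beforehand. Libraries of different times are not exchangeable, however, so a split that separates times can give many genes.

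The genes of the higher SoF set gathered on parts of chromosomes, and 1 hypothesis is that the SoF pool carries extra copies of those parts. Extra copies would raise most expressed genes of a part, set members or not. The scan found 10 runs higher in SoF, 109 Mb in all, on chromosomes 2, 3, 4, 7, 8, 15 and 18. Among 284 genes in them that were neither used to find the runs nor members of the sets, 79.6% were higher than in wt and 85.9% higher than in Ctrl, with medians of 0.28 and 0.36. Outside the runs 48.5% and 49.8% were. The share higher than in both lines was 75%, against 33.6% outside. The share had first been taken against both lines, and the share against each line was used in its place after its value was seen, because the 50% written beforehand for no effect belongs to a single comparison. Against both lines the share is further below 80%. By the 80% set beforehand, the pooled share of 79.6% falls just short, so for all runs together copy number and other regional causes cannot be told apart. Shuffled data gave 1 run, so single short runs carry little weight. The runs held 16 of the 48 members of the higher set.

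On chromosome 7, where 2 runs covered 34.1 Mb, 84.7% of 118 such genes were higher than in wt and 92.4% higher than in Ctrl, with medians of 0.34 and 0.45. At the chromosome 8 block, 83.3% of the 24 tested genes in the block or just before it that were not set members were higher in SoF than in both lines, against 5 of 20 just after it. These shares and the edge are consistent with a copy number difference of the SoF pool at both places, which may then explain why HMBOX1, SARAF and DCTN6 were higher with and without dexamethasone. DNA was not measured, and regional changes of chromatin could give the same pattern. The runs on chromosomes 3 and 4 also passed 80% against each line. On chromosome 3, 80.4% of 56 such genes were higher than in wt and 89.3% higher than in Ctrl. On chromosome 4, 85.2% of 27 were higher than in wt and 88.9% higher than in Ctrl. A copy number difference is thus a candidate there too, though chromosome 3 only just passed against wt and fell below 80% against both lines together. The wider chromosome 8 run goes part way, with 66.7% and 70.8% of 24 genes.

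Removing the trends with exon GC content and gene span, which took up 11.2% of the variance of the SoF minus wt differences, left 78.3% of the median shift against wt and 87.6% of that against Ctrl in the SoF runs. By chromosome, 83.7% and 91.1% were left on chromosome 7, 55.2% and 83.5% on chromosome 3, 63.4% and 67.4% on chromosome 4, and 37.3% and 25.3% in the chromosome 8 run. A trend with GC content or length therefore does not account for the runs as a whole, while it may account for part of the shift on chromosomes 3 and 4 and for most of the small shift in the wider chromosome 8 run.

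If the regional pattern came from the reduced RNA binding, it would be looked for in SoF alone. Ctrl had runs of its own lower than in both other lines, which covered 50.2 Mb on chromosome 3 in 3 runs. There, 93.0% of 199 genes were lower than in wt and 93.0% lower than in SoF, with medians of -0.33 and -0.28, and 100.0% and 102% of the shift was left without the GC and span trends. Over all chromosomes the Ctrl runs came to 75 Mb, but those on chromosomes 7 and 8 overlapped the SoF runs, and the total was limited to chromosome 3 after that was seen. The wt line had runs too, 4 higher (5.06 Mb) and 3 lower (16.9 Mb). Of the genes measured in them, 76.9% and 52.1% were shifted that way against both other lines. A lower wt run on chromosome 18 overlapped a SoF run, so which line had moved there is not settled. Regional shifts were thus not confined to the RNA-binding mutant, and differences between separately made pools are a candidate explanation for the SoF and Ctrl runs. The 14 genes of the lower SoF set included members in a run on chromosome 5 (140664868 to 142013041) that holds the protocadherin clusters, whose genes share exons and have close paralogs, so values there are uncertain. The other 32 members of the higher set lay outside the runs, and an effect of the SoF mutation on their level stays open and untested.

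Most genes called at 3 h were absent from the 1 h lists. The ethanol dishes had a medium change too, but their time in ethanol is not stated. If it was shorter than 3 h, changes with time after the medium change may enter the 3 h lists. Genes called in wt at 1 h and rising (28 genes) responded less in Ctrl than in SoF at 3 h, with a ratio of medians of 0.517 (0.386 to 0.641 over single-library choices). Genes called in wt at 3 h and unchanged at 1 h had a ratio of 0.802 when rising (1036 genes, 0.589 to 1.11) and 0.863 when falling (515 genes, 0.688 to 1.14). The test had been written as a slope before any of these values was computed, and the ratio of medians was taken in its place later. The slope of SoF on Ctrl was 1.12 over genes called in wt at 1 h and 1.08 over late genes, which shows no such contrast. The ratio for late genes lies nearer 1, as the medium change as a cause would predict, but the slopes do not differ. For rising late genes the range also overlaps that of the early genes. Both ranges include choices with 0 h replicates of different number, which widened the range of the slope of SoF on Ctrl. The ratios were not taken with matched 0 h replicates. Time and a weaker receptor effect are therefore not told apart here for the rising late genes. The range of the falling late genes lies above that of the early rising genes, but this sets falling against rising genes and decides nothing for the rising ones.

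The 12 immediate-early genes fell at 3 h by a median log2 change of -1.93 in wt, -2.28 in SoF and -1.95 in Ctrl, and 12 of 12 were lower in each line. At 1 h the medians were -0.505, -0.19 and 0.034, and at 2 h they were -1.14, -1.33 and -1.36, in the same order. EGR1 in Ctrl was at 5206 CPM at 0 h, 5551 CPM at 1 h, 753 CPM at 2 h and 181 CPM at 3 h. EGR1 and ATF3 were known to fall in wt when the list was written. The fall did not differ by construct in the way that the early rising genes did, which is consistent with a decline after handling or the medium change. A decline after the medium change also needs the ethanol dishes to have been kept for less than 3 h, which is not stated. Changes were smaller at 1 h than at 2 h in each line, as a time in ethanol near 1 h would give. An effect of dexamethasone that sets in after 1 h would give this too. Repression by dexamethasone that does not need the mutated functions could give the same values. Ethanol libraries taken at a stated 3 h after the medium change would tell them apart.

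Gene length was weighed for the 3 h lists, since labelling over a fixed time can favour long or short genes. With each library's trend with gene span removed, 93.5% of the wt calls, 89.0% of the SoF calls and 90.0% of the Ctrl calls at 3 h were kept with the same sign, which argues against length as their source.

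The 0 h replicates differed in the same way in each line, with replicate 1 nearer the 2 h and 3 h libraries. The gap averaged 57.9% of the mean distance from 0 h to 3 h on the first component. It was 57.6% after thinning to the smallest total and 55.3% with the trend of each library with gene span removed, so neither depth nor length accounts for it. The difference between the 0 h replicates was correlated across genes between lines (Spearman 0.445 for wt and SoF, 0.437 for wt and Ctrl and 0.605 for SoF and Ctrl), and genes are not independent replicates. A shared difference in how the 0 h replicates were handled is a candidate explanation. The study's methods state that biotin labelling and pulldown were carried out on replicate pairs. If these were the replicates of the same sample, those steps would not part the 0 h replicates, and a difference would have to arise at another step. The sample labels give no batch, so this was not tested.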
